A study of Homo sapiens with 24 samples. Its data were reported in "A Novel Role for Coilin in Vertebrate Innate Immunity" (2025).

How the data were processed

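Gene expression was measured by RNA-seq of 24 poly(A)-selected, strand-specific libraries from primary human fibroblasts, in 8 groups of 3 that combined 4 siRNAs (N, I2, IA and W) with 2 treatments (DMSO and LPS). The deposited table holds raw read counts per gene, without normalization, which the authors made by aligning paired-end reads with STAR to GRCh38 and counting with featureCounts. The strand setting of the counting was not stated. Columns were assigned to groups by the siRNA, treatment and letter in their names. The table holds 62756 rows, of which 62753 are genes with whole counts, 2 name no gene and 1 is blank. The blank row belongs to ANK2, which was left out. The 2 unnamed rows hold 0.00064% of all counts and were left out. Gene identifiers were matched to GENCODE release 44, and 62699 genes had a name in the table given. Totals ranged from 57.6 to 82.9 M (megacounts) per library, so that 3 counts equalled 0.0353 to 0.0529 CPM. These floors cover counting error only, since reads were not marked by molecular identifiers.

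Counts were analysed in R 4.3.3 with edgeR 4.0.16, in 1 fit of all 24 libraries with 1 coefficient per group and no covariate. Genes were kept by filterByExpr on the 8 groups, which left 20038. Libraries were scaled by TMM, with factors from 0.940 to 1.05, and tested with the quasi-likelihood F-test. P was adjusted by Benjamini-Hochberg over all genes tested in each comparison, and a gene was called at an adjusted p of 0.1 or less. Contrasts were LPS against DMSO over all siRNAs and within each, each siRNA against N in each treatment, I2 against IA in each treatment and the LPS response of I2, IA and W minus that of N. Values in CPM used TMM-scaled library sizes. Log2 CPM for scores used a prior count of 2.

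Named genes were COIL, WRAP53 and 7 immune genes that the text of the study names, and for each comparison up to 3 genes with the largest rise and 3 with the largest fall. The latter had to be called, to average at least 5 CPM over all libraries, to have a name and to have every library of one group above every library of the other. For both coilin siRNAs, genes had to be called with the same sign in both and were ranked by the smaller change. For the LPS response the rule on separated libraries was not applied.

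Gene lists were written from general knowledge before the data were examined: NF-kB targets (57 genes tested), interferon-stimulated genes (71), cytosolic ribosomal proteins (76), replication-dependent histones (34), proliferation (50), extracellular matrix (50), ribosome biogenesis and nucleolar RNP factors (56) and snRNP assembly and Cajal body proteins (30). Of the NF-kB targets, 15 are among genes that the study displayed from these libraries. Each list was tested two-sided with camera of limma 3.58.1 at a preset correlation of 0.01 in 13 contrasts, adjusted over all 117 tests, with fry and an estimated correlation beside it. A further list, which those tests include, and some genes chosen in advance are not reported here. The LPS induction score was the mean log2 CPM of 799 genes that were called over all siRNAs and rose at least 1 on the log2 scale. Differences of scores in LPS response were tested by exact two-sided permutation of the siRNA and N labels within each treatment, over 400 assignments with a smallest p of 0.005. A siRNA effect common to both treatments widens the permuted differences and can raise this p.

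Alternatives were DESeq2 1.42.0, RLE size factors, library size only, other filters on low counts, an adjusted p of 0.05, a minimum log2 fold change of 1, the replicate letter as a block, only the libraries of the groups compared, W as the control for the shared counts, another prior count, other choices of induced genes, each list without displayed genes, each library left out in turn, counts divided by 2, and a floor of 6 counts in place of 3. Groups that share N were compared with 10 simulations per treatment in which I2, IA and N were all drawn with the fitted mean of N and the fitted dispersion of each gene. I2 and IA were also compared with controls that share no library, with N for one and W for the other. Other splits of the same libraries were refitted, with all 10 splits of 3 against 3 and 29 drawn splits beside the real one elsewhere. For the LPS responses they were also refitted on counts scaled per gene so that the siRNA and N had the same mean over both treatments. Words of 7 bases (7-mers) in 3' UTRs were related to the log2 fold changes of 13930 genes by linear regression with UTR length and base composition taken out.

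The procedure was tested on simulated data, in which 77.0% of 200 changed genes were called with the right sign, 19 unchanged genes were called and a list shifted by 0.5 had a median of 0.518. A planted 7-mer ranked 1 of 15992. Without a planted word, t ran from -3.93 to 3.90.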

Results

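RNA-seq libraries were made from primary human fibroblasts that had received 1 of 4 siRNAs and then lipopolysaccharide (LPS, a component of bacterial outer membranes that triggers innate immune signalling) or the solvent dimethyl sulfoxide (DMSO). N was a negative control siRNA. I2 and IA were separate siRNAs against COIL, which encodes coilin, the marker protein of the nuclear structures called Cajal bodies. W was directed against WRAP53, which encodes another Cajal body protein. The 24 libraries formed 8 groups of 3, labelled A, B and C. The total counts, in megacounts (M), of libraries A, B and C of N were 61.6, 76.6 and 64.5 M in DMSO and 64.8, 82.9 and 66.5 M in LPS. Those of I2 were 63.6, 57.6 and 62.1 M in DMSO and 61.0, 68.1 and 68.3 M in LPS. Those of IA were 65.0, 69.0 and 82.0 M in DMSO and 63.5, 70.3 and 68.1 M in LPS. Those of W were 78.9, 68.7 and 63.7 M in DMSO and 60.6, 66.0 and 58.5 M in LPS. The median total was 65.5 M. At these depths 3 counts, taken as the limit that a count of 0 allows, equalled 0.0353 to 0.0529 counts per M (CPM), which covers counting error only. If both mates of a read pair were counted, this limit would be 6 counts, or 0.0707 to 0.106 CPM. The first principal component of 12990 genes held 49.2% of the variance and separated all LPS libraries from all DMSO libraries.

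The first comparison asked whether each siRNA lowered its target. COIL (ENSG00000121058) lies on chromosome 17 from 56938199 to 56961050 of GRCh38, and WRAP53 (ENSG00000141499) on the same chromosome from 7686071 to 7703502. COIL was at 21.8 CPM ± 2.06 (SD, n = 3) in N, 4.32 ± 0.16 in I2, 4.82 ± 1.29 in IA and 16.1 ± 0.99 in W in DMSO. In LPS it was at 23 CPM ± 0.30 in N, 5.56 ± 1.23 in I2, 6.48 ± 0.61 in IA and 17.5 ± 1.45 in W. No I2 or IA library exceeded 7.15 CPM and no N or W library was below 15.3 CPM. The log2 fold change of COIL against N in DMSO was -2.34 ± 0.15 (SE, n = 3) in I2 (adjusted p 1.43e-11) and -2.18 ± 0.15 in IA (adjusted p 6.94e-11). In LPS it was -2.05 ± 0.15 in I2 (adjusted p 2.21e-10) and -1.83 ± 0.14 in IA (adjusted p 2.01e-09). WRAP53 was at 15.6 CPM ± 3.33 in N and 2.43 ± 0.73 in W in DMSO, and at 19.7 ± 2.21 and 3.37 ± 0.34 in LPS. Its log2 fold change in W was -2.69 ± 0.17 in DMSO (adjusted p 5.17e-11) and -2.55 ± 0.16 in LPS (adjusted p 2.66e-10). Among the alternatives that keep all libraries, scaling by library size only moved these values most for COIL, to -2.30 for IA in DMSO.

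COIL was also lower in W than in N, by a log2 fold change of -0.44 in DMSO (adjusted p 0.0307) and -0.39 in LPS (adjusted p 0.0663). The DMSO call was lost without N_DMSO_C, with a change of -0.37, and without W_DMSO_A, with -0.40, and the LPS call was lost in 5 of the 6 fits that left out a library, such as -0.36 without W_LPS_B. COIL did not differ detectably between I2 and IA, with a log2 fold change of -0.16 in DMSO (adjusted p 0.59) and -0.22 in LPS (adjusted p 0.34).

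**Figure D1:**
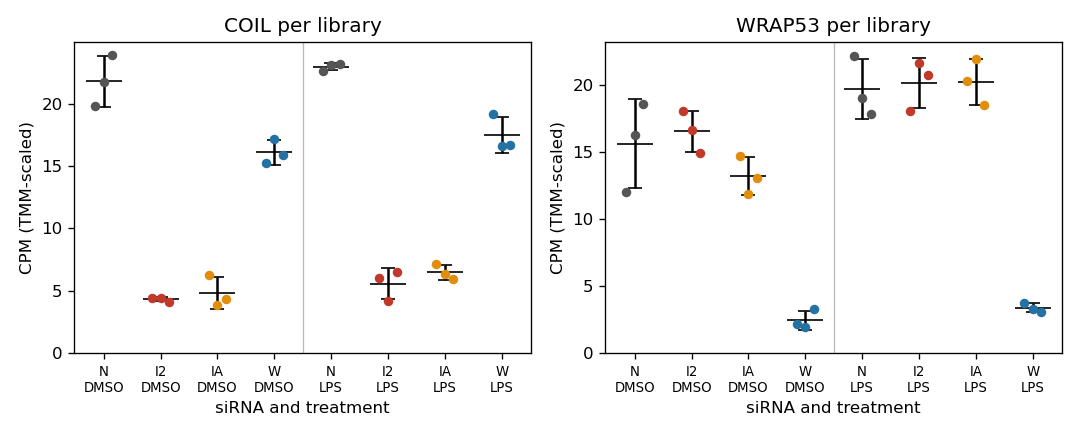
COIL and WRAP53 in CPM in each library, by siRNA and treatment, with the mean and SD of 3 libraries. COIL lay at 7.15 CPM or below in every I2 and IA library, and WRAP53 at 3.74 CPM or below in every W library.

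LPS was compared with DMSO to find the genes that respond to it. Over all siRNAs, 11388 of 20038 genes tested were called at an adjusted p of 0.1 or less, 5578 higher and 5810 lower. Within N, 4913 genes were called (2439 higher, 2474 lower). Within I2 the count was 6303 (3282 higher, 3021 lower). Within IA it was 7504 (3679 higher, 3825 lower), and within W 7280 (3868 higher, 3412 lower). These counts fell most with a minimum log2 fold change of 1, which left 1526 genes over all siRNAs. The largest rises among genes that met the naming rule were 8.34 ± 0.29 (SE) for CSF2, 8.18 ± 0.39 for CXCL8 and 7.56 ± 0.24 for CXCL1 on the log2 scale over all siRNAs, with 12 libraries in each treatment. The largest falls were -2.43 ± 0.14 for COLEC12, -2.19 ± 0.16 for DHRS3 and -2.19 ± 0.11 for KCND3. CSF2 had 0 counts in every I2 library in DMSO, so its rise in I2 is given as a bound of at least 152-fold, or 75.9-fold with a limit of 6 counts. With that limit IA, with at most 4 counts in DMSO, has a bound of 80.9-fold.

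**Figure D2:**
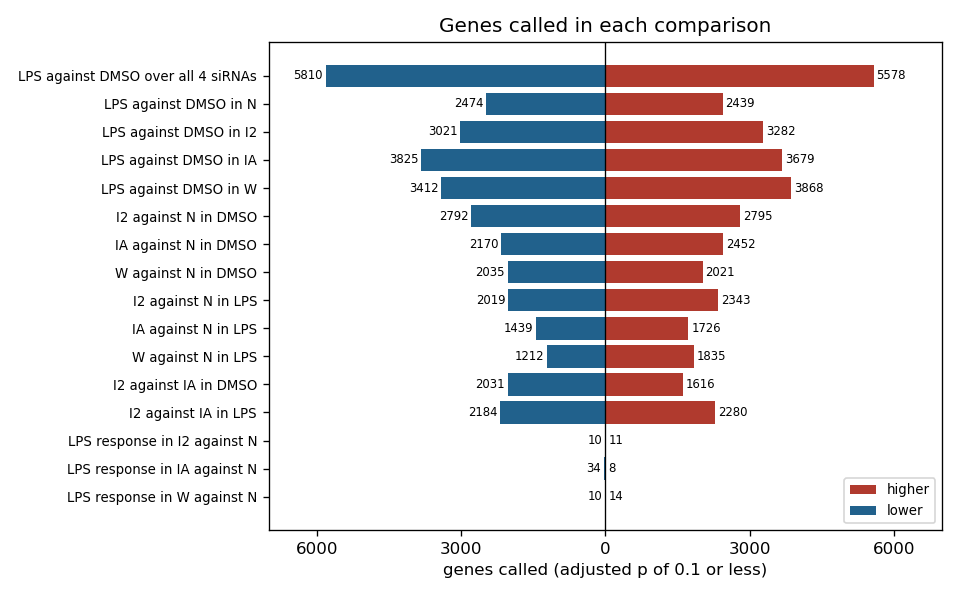
Genes called at an adjusted p of 0.1 or less in each comparison, with higher genes to the right of 0 and lower genes to the left. The LPS comparisons gave 4913 to 11388 calls, and the differences in LPS response between each siRNA and N gave 21 to 42.

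Each siRNA was compared with N to find the genes that change when coilin or WRAP53 is lowered. In DMSO, 5587 genes were called in I2 (2795 higher, 2792 lower), 4622 in IA (2452 higher, 2170 lower) and 4056 in W (2021 higher, 2035 lower). In LPS, 4362 genes were called in I2 (2343 higher, 2019 lower), 3165 in IA (1726 higher, 1439 lower) and 3047 in W (1835 higher, 1212 lower). A minimum log2 fold change of 1 moved these counts most, leaving 835 for I2 in DMSO. Without I2_LPS_A the I2 count in LPS was 2872. With scaling by library size only, the median log2 fold change of all genes against N was -0.13 in DMSO and -0.12 in LPS for IA, against -0.012 and -0.014 with TMM. That scaling lowered the share of called genes that were higher from 53.1% to 27.1% in IA in DMSO, from 54.5% to 26.2% in IA in LPS and from 60.2% to 39.4% in W in LPS.

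Both coilin siRNAs called 2488 genes in the same direction in DMSO, which was 44.5% of the I2 calls and 53.8% of the IA calls, and 140 in opposite directions. In LPS they shared 1385 genes in the same direction (31.8% and 43.8%) and 126 in opposite directions. Among the alternatives that keep all libraries, an adjusted p of 0.05 lowered the shared counts most, to 1793 and 997, while DESeq2 raised that in DMSO most, to 2702, and W as the control raised that in LPS most, to 1849. Leaving out a library lowered them to 1735 without N_DMSO_C and 959 without N_LPS_C, and raised that in DMSO to 2772 without I2_DMSO_B. Since I2 and IA were compared with the same N libraries, unchanged groups that share a control were simulated 10 times per treatment. Their log2 fold changes had mean correlations of 0.495 in DMSO and 0.488 in LPS, close to the 0.520 and 0.466 of I2 and IA. The largest were 0.515 and 0.510, so the LPS value does not show common effects and the DMSO value lay only just above. The simulated groups hold no effect, so these correlations do not exclude common effects either. The share of genes with the same sign was 71.4% in DMSO, against at most 67.1% simulated, and 63.8% in LPS, against a mean of 66.6%. Among as many top genes as were called, simulated groups shared at most 1889 in the same direction in DMSO and 1239 in LPS (means 1850 and 1170). The 2488 and 1385 exceed these. At the threshold that gave them, simulated groups shared 0 calls. Ranks in groups without an effect therefore cannot tell how much sharing N adds, and part of the shared calls may come from it. Against controls that share no library, I2 against W and IA against N shared 1233 genes in the same direction in DMSO and 788 in LPS, and I2 against N and IA against W shared 1260 and 886. Against N, W also shared calls in the same direction with both, at 1634 with I2 and 1902 with IA in DMSO and 1006 and 1068 in LPS. All 3 siRNAs shared 1171 genes in DMSO and 596 in LPS.

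Among genes changed by both coilin siRNAs in DMSO, the largest rises were those of ACTC1, with a log2 fold change of 5.02 ± 0.32 (SE) in I2 and 4.32 ± 0.32 in IA, HSD17B6 (2.25 ± 0.18 and 2.25 ± 0.18) and ACTA2 (2.09 ± 0.16 and 2.99 ± 0.17). After COIL, the largest falls were those of CLDN11 (-1.66 ± 0.14 and -1.95 ± 0.14) and CDCP1 (-2.52 ± 0.26 and -1.49 ± 0.24). In LPS, ACTC1 was higher by 2.10 ± 0.26 in I2 and 2.64 ± 0.27 in IA, KCND3 by 3.07 ± 0.24 and 2.01 ± 0.25, and ANKRD1 by 2.15 ± 0.16 and 1.91 ± 0.16. BST2 was at -2.17 ± 0.55 and -2.42 ± 0.56, and OAS1 at -2.60 ± 0.49 and -1.71 ± 0.47. Without N_LPS_B, KCND3 was higher by 3.77 in I2 and 2.71 in IA. Both falls rested in part on N_LPS_A. Without it BST2 was at -1.27 in I2, where the call was lost, and at -1.52 in IA, and the call of OAS1 in IA was lost at -1.37.

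In W the largest rises in DMSO were those of CXCL1 (3.16 ± 0.46), CXCL6 (2.55 ± 0.57) and ITGA8 (2.55 ± 0.16), and after WRAP53 the largest falls were those of CDCP1 (-1.87 ± 0.24) and PKIA (-1.67 ± 0.21). In LPS, W was higher for ITGA8 (2.52 ± 0.17), PTPRN (2.06 ± 0.18) and OLFM2 (1.88 ± 0.18) and lower for KRT19 (-1.38 ± 0.16) and PKIA (-1.34 ± 0.21). CXCL1 was at 2.36 without W_DMSO_A and CXCL6 at 3.70 without N_DMSO_C. In libraries A, B and C in DMSO, CXCL6 was at 0.03185, 0.05036 and 0.2098 CPM in N and 0.6553, 0.2268 and 0.8311 in W. N_DMSO_A and N_DMSO_B lay below a limit of 6 counts for it, so the size of this rise is uncertain. The W libraries in DMSO differed among themselves for LPS-induced genes: CXCL8 was at 59.6 CPM in W_DMSO_A, 0.794 in W_DMSO_B and 38.5 in W_DMSO_C.

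The gene lists were compared next to ask whether immune genes respond as sets. Of 36 list tests of LPS against DMSO within a siRNA, 26 passed under camera. All 57 NF-kB targets tested were higher with LPS in N, with a median log2 fold change of 2.67 (adjusted p 1.13e-178) and 55 genes called, or 56 when adjusted over the list alone. The median was 2.04 in I2 (adjusted p 3.69e-143), 2.12 in IA (adjusted p 4.48e-109) and 2.60 in W (adjusted p 8.68e-139). With genes at the floor set to their bound, the medians in N, I2 and IA were 2.66, 2.03 and 2.08, and with a limit of 6 counts 2.18, 2.03 and 2.08. The 71 interferon-stimulated genes had medians of 1.51 in N (adjusted p 2.27e-62), 0.89 in I2 (adjusted p 1.81e-22), 0.57 in IA (adjusted p 2.77e-10) and 0.96 in W (adjusted p 1.90e-17), and the W median was 0.59 without W_LPS_A. The filter of 10 counts in every library moved the N medians most, to 1.86 for NF-kB targets and 1.28 for interferon-stimulated genes.

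Under LPS, the interferon-stimulated genes were lower than in N in all 71 cases in I2, with a median log2 fold change of -1.06 (adjusted p 1.12e-36) and 61 genes called, or 67 adjusted over the list alone. In IA all 71 were lower as well, with a median of -0.75 (adjusted p 6.24e-27) and 55 called, or 62 adjusted over the list alone. Without N_LPS_A these medians were -0.87 and -0.63, and with scaling by library size only -1.08 and -0.86. In W the median was -0.36 (adjusted p 1.65e-10), with 66 of 71 genes lower, and it ranged from -0.70 without W_LPS_A to -0.18 without W_LPS_B. In DMSO the medians were -0.38 in I2 (adjusted p 1.64e-05), 0.092 in IA (adjusted p 0.261) and 0.17 in W (adjusted p 0.0532). The W call was lost without N_DMSO_B, at 0.13, and without W_DMSO_A, at 0.14, and IA was called at 0.15 without IA_DMSO_A. The median in IA changed sign to -0.021 with library size only.

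The NF-kB targets were lower than in N under LPS in I2, with a median of -0.34 (adjusted p 1.87e-06) and 44 of 57 genes lower, and in IA, with -0.42 (adjusted p 8.82e-11) and 48 of 57 lower. Adjusted over the list alone, 36 genes were called in I2 and 34 in IA, against 28 and 27 over all genes tested. The study displayed 15 genes of this list, chosen on these libraries, so the counts adjusted over the list alone are not independent evidence for them. Without those 15 genes the medians were -0.32 in I2 and -0.65 in IA, and with the filter of 10 counts in every library they were -0.24 and -0.23. In W under LPS the NF-kB targets were higher, with a median of 0.34 (adjusted p 6.42e-06), or 0.13 without W_LPS_A. In DMSO the medians were -0.17 in I2 (adjusted p 0.00803), -0.13 in IA (adjusted p 0.0419) and 0.22 in W (adjusted p 0.0436). The I2 median was -0.32 without I2_DMSO_B, and the W median was 0.066 without W_DMSO_A, where the call was lost, and 0.34 without W_DMSO_B. The W call was also lost without N_DMSO_A or W_DMSO_C. It was -0.0078 with the filter of 10 counts in every library and 0.52 without the displayed genes.

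**Figure D3:**
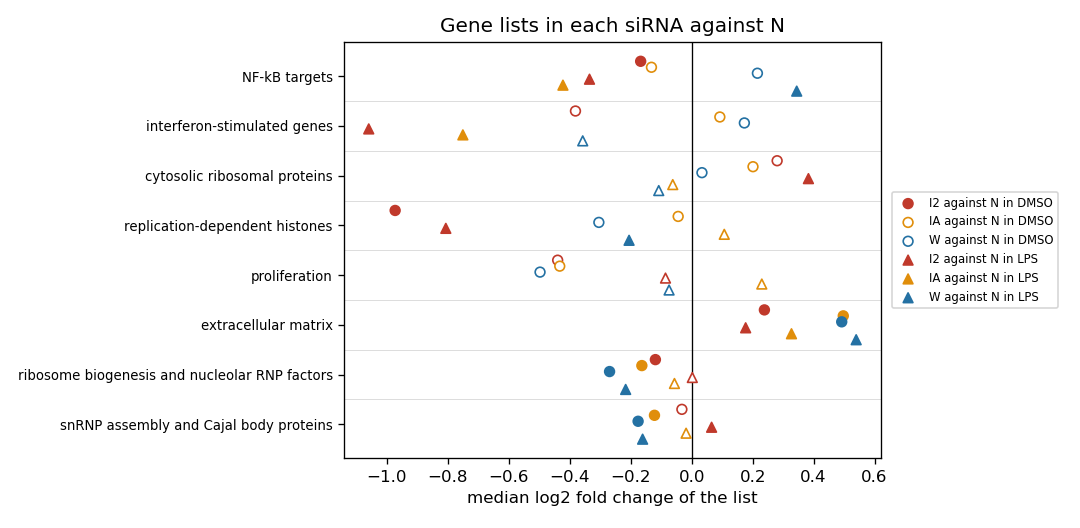
Median log2 fold change of each of 8 gene lists in each siRNA against N, in DMSO and in LPS. The interferon-stimulated genes sat at -1.06 in I2 and -0.75 in IA under LPS.

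**Figure D4:**
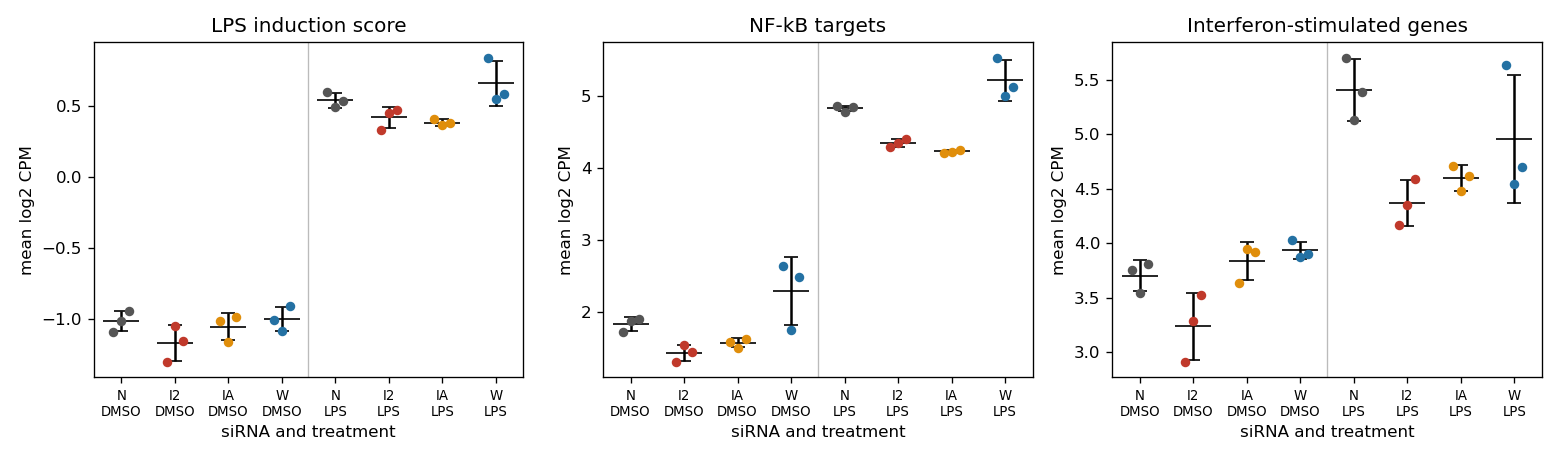
Scores in each library, as mean log2 CPM, by siRNA and treatment. NF-kB target scores under LPS averaged 4.82 in N, 4.34 in I2, 4.22 in IA and 5.21 in W.

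Of the 54 list tests of a siRNA against N, 43 passed under camera. Extracellular matrix genes had medians of 0.24 in I2 (adjusted p 2.67e-05), 0.50 in IA (adjusted p 7.81e-35) and 0.49 in W (adjusted p 4.03e-30) in DMSO, and of 0.18, 0.33 and 0.54 in LPS. Ribosome biogenesis factors were lower in W, with 54 of 56 genes lower in DMSO (median -0.27, adjusted p 3.34e-16) and all 56 lower in LPS (median -0.22, adjusted p 1.61e-13). In DMSO they were also lower in IA (median -0.16, adjusted p 6.09e-06) and I2 (median -0.12, adjusted p 0.00991). In LPS neither was called, at -0.056 in IA and 0.0022 in I2. The snRNP assembly and Cajal body proteins had medians of -0.18 in DMSO (adjusted p 0.000121) and -0.16 in LPS (adjusted p 7.26e-05) in W. In IA they were at -0.12 in DMSO (adjusted p 0.0309) and -0.018 in LPS (adjusted p 0.584). In I2 they were at -0.032 in DMSO (adjusted p 0.721) and 0.065 in LPS (adjusted p 0.0663). Cytosolic ribosomal proteins were higher in I2, at 0.28 in DMSO (adjusted p 4.75e-08) and 0.38 in LPS (adjusted p 2.12e-17). The DMSO value was 0.13 without I2_DMSO_A and 0.44 without I2_DMSO_B. They were also higher in IA in DMSO, at 0.20 (adjusted p 3.19e-05). In LPS they were lower in IA, at -0.062 (adjusted p 0.0898), and in W, at -0.11 (adjusted p 0.000485). Replication-dependent histones were lower in I2, with a median of -0.97 in DMSO (adjusted p 1.87e-06; 30 of 34 genes lower) and -0.81 in LPS (adjusted p 4.83e-08; 31 of 34 lower). In IA the histone median was -0.044 in DMSO (adjusted p 0.471; 0.087 without N_DMSO_C, and called at 0.62 with the filter of 10 counts in every library, adjusted p 0.00722, and at 0.37 with halved counts, adjusted p 0.0324) and 0.11 in LPS (adjusted p 0.59; 0.23 without N_LPS_A). Proliferation genes were lower in DMSO in I2, IA and W, with medians of -0.44, -0.43 and -0.50, and these were -0.69 without I2_DMSO_B, -0.73 without IA_DMSO_A and -0.32 without W_DMSO_A.

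The LPS response of each siRNA was then compared with that of N, since an effect called in one group and not in another does not show a difference between them. The LPS induction score, a mean over 799 induced genes, rose by 1.55 in N, 1.59 in I2, 1.43 in IA and 1.66 in W. The differences from N were 0.034 in I2 (exact permutation p 0.8), -0.12 in IA (exact permutation p 0.23) and 0.10 in W (exact permutation p 0.455), with adjusted p of 0.8, 0.682 and 0.682. The smallest p that the 400 assignments can give is 0.005. Labels were permuted apart in each treatment, so a siRNA effect common to both widens the permuted differences. A large p therefore does not show equal responses. Choosing the induced genes in N alone moved these differences most, to -0.35, -0.53 and -0.22. The I2 difference was -0.044 without I2_DMSO_A, and the W difference was 0.012 without W_LPS_A. Of 27 list scores tested in the same way, the smallest p were 0.005 for ribosomal proteins in IA, with a difference of -0.26 (adjusted p 0.135), and 0.02 for interferon-stimulated genes in IA, with a difference of -0.94 (adjusted p 0.27). A score at the smallest p adjusts to 0.135 when it is the only one there, so none could pass alone.

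Tested gene by gene, the LPS response differed from that of N for 21 genes in I2 (11 higher, 10 lower), 42 in IA (8 higher, 34 lower) and 24 in W (14 higher, 10 lower). At an unadjusted p under 0.05 there were 1260, 2157 and 1275 genes. DESeq2 gave 102 genes in I2, 212 in IA and 86 in W, and only the libraries of the groups compared gave 979 in IA. Leaving out 1 library gave from 11 without N_DMSO_C to 123 without I2_DMSO_B in I2, from 4 without IA_LPS_B to 197 without IA_DMSO_A in IA and from 4 without N_LPS_B to 61 without W_LPS_A in W. With library size only the share of higher genes in W fell from 58.3% to 40.0%, and with RLE size factors it fell to 48.1% in W and from 52.4% to 40.7% in I2.

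I2 and IA shared 5 genes with the same sign of this difference. The response of ELN differed by -2.09 ± 0.22 (SE) in I2 (adjusted p 2.31e-05) and -1.73 ± 0.22 in IA (adjusted p 0.000811) on the log2 scale. Those of JPH2 were -0.79 (adjusted p 0.00539) and -0.68 (adjusted p 0.0403), and of AKR1B1 -0.75 (adjusted p 0.00368) and -0.61 (adjusted p 0.0403). SOD2 was at -0.59 in both (adjusted p 0.0863 and 0.0801), and ACKR4 at 1.07 (adjusted p 0.00539) and 0.78 (adjusted p 0.0914). Mean CPM of ELN in N, I2 and IA was 62.64, 369.2 and 250.5 in DMSO and 307.7, 426.9 and 372 in LPS. That of JPH2 was 28.68, 81.93 and 77.59 in DMSO and 60.88, 100.9 and 103 in LPS. That of ACKR4 was 19.61, 5.497 and 7.547 in DMSO and 53.85, 31.66 and 35.62 in LPS. Under LPS the means of ELN and JPH2 thus stayed above N and that of ACKR4 below it. Leaving out 1 library lost the call of SOD2 in 7 of 12 fits in either siRNA, as at -0.53 without N_LPS_C in I2. In IA it lost ACKR4 in 9 of 12 fits, as at 0.65 without N_LPS_A, JPH2 in 7 and AKR1B1 in 6.

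The study's text names the immune genes SOD2, NFKBIZ, NFKBIA, TNFAIP3, CCL2, NFKBIE and IL1B, and each rose with LPS in every siRNA. Under LPS, SOD2 was lower than in N by -1.07 ± 0.09 (SE) in I2 (adjusted p 5.64e-09) and -0.69 ± 0.09 in IA (adjusted p 4.78e-06). CCL2 was at -0.44 ± 0.10 in I2 (adjusted p 0.00325) and -0.94 ± 0.10 in IA (adjusted p 3.92e-07). IL1B was at -1.21 ± 0.35 in I2 (adjusted p 0.0177) and -1.02 ± 0.35 in IA (adjusted p 0.0553), and the IA call was lost in 5 of 6 fits without a library, as at -0.91 without N_LPS_C. NFKBIZ was called lower in I2 (-0.51 ± 0.12, adjusted p 0.00345) and not in IA, where it was at -0.31 (adjusted p 0.101), and TNFAIP3 was at -0.38 in I2 (adjusted p 0.0223) and -0.22 in IA (adjusted p 0.25). NFKBIA was at -0.16 in I2 (adjusted p 0.144) and -0.26 in IA (adjusted p 0.015), with a call in I2 at -0.21 without I2_LPS_A. NFKBIE was at 0.022 in I2 (adjusted p 0.91; -0.047 without I2_LPS_B) and -0.33 in IA (adjusted p 0.014). Between I2 and IA under LPS, the differences were -0.21 for NFKBIZ (adjusted p 0.259), -0.16 for TNFAIP3 (adjusted p 0.383), 0.10 for NFKBIA (adjusted p 0.358) and 0.36 for NFKBIE (adjusted p 0.00767). Of these genes, the LPS response itself differed from that of N for SOD2 in I2 and IA and for CCL2 in IA (-0.67, adjusted p 0.0914). The CCL2 call was lost in 9 of 12 fits without a library, as at -0.66 without N_DMSO_A. A call was gained in 1 of 12 such fits for NFKBIZ in I2, at -0.43 with all libraries. The same held for IL1B in W, at -1.51 with all libraries.

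**Figure D5:**
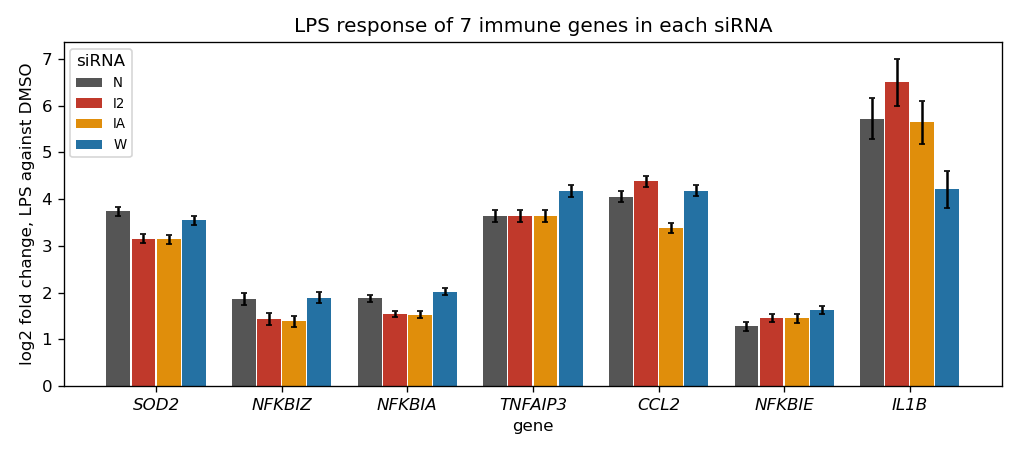
Log2 fold change of 7 immune genes with LPS against DMSO in each siRNA, with SE. SOD2 rose by 3.74 in N, 3.15 in I2, 3.14 in IA and 3.55 in W.

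As sets, 19 of 27 tests of the LPS response against N passed under camera. The interferon-stimulated genes had median differences of -0.60 in I2 (adjusted p 1.12e-26; -0.38 without I2_DMSO_C and -0.39 without N_LPS_A), -0.83 in IA (adjusted p 4.89e-44) and -0.46 in W (adjusted p 2.47e-28; -0.92 without W_LPS_A and -0.30 without W_LPS_B). No gene of the list was called in I2 over all genes tested, 4 in IA and 1 in W, against 24, 56 and 1 adjusted over the list alone. The NF-kB targets had medians of -0.067 in I2 (adjusted p 0.199), -0.26 in IA (adjusted p 0.000165; -0.17 without IA_DMSO_C and -0.16 with the filter of 10 counts in every library) and 0.14 in W (adjusted p 0.0803; 0.033 without W_DMSO_B and 0.037 without the displayed genes). A call was gained in I2 in 2 of 12 fits without a library, as at -0.11 without I2_DMSO_A. Of the 88 list tests that passed under camera in total, 58 held under fry and 17 under a correlation estimated per list. For the LPS responses 4 of 19 held under fry and 1, the interferon-stimulated genes in IA, under both.

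The 2 coilin siRNAs were compared with each other to see what they did not share. In DMSO 3647 genes were called between I2 and IA (1616 higher in I2, 2031 lower), and in LPS 4464 (2280 higher, 2184 lower). A minimum log2 fold change of 1 left 565 and 541. Library size only raised the share of higher genes from 44.3% to 65.8% in DMSO and from 51.1% to 72.7% in LPS. The median log2 fold change of the replication-dependent histones was -1.18 in DMSO and -0.81 in LPS, that of the cytosolic ribosomal proteins 0.073 and 0.42, and that of the interferon-stimulated genes -0.48 and -0.22. No list test was run on I2 against IA.

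The other named genes are listed here with the Ensembl identifier of the deposited table and the position in GRCh38 (GENCODE release 44), where each is annotated as a protein-coding gene. Chromosome 1 holds DHRS3 (ENSG00000162496) from 12567910 to 12618210 and KCND3 (ENSG00000171385) from 111770662 to 111989668. Chromosome 2 holds IL1B (ENSG00000125538) from 112829751 to 112836816 and PTPRN (ENSG00000054356) from 219289623 to 219309648. Chromosome 3 holds CDCP1 (ENSG00000163814) from 45082277 to 45146422 and NFKBIZ (ENSG00000144802) from 101827991 to 101861022. Farther along chromosome 3, the annotation places ACKR4 (ENSG00000129048) from 132597270 to 132618967 and CLDN11 (ENSG00000013297) from 170418868 to 170454733. Chromosome 4 holds CXCL8 (ENSG00000169429) from 73740519 to 73743716 and CXCL6 (ENSG00000124875) from 73836640 to 73849064. Farther along chromosome 4, the annotation places CXCL1 (ENSG00000163739) from 73869393 to 73871308. Chromosome 5 holds CSF2 (ENSG00000164400) from 132073789 to 132076170. Chromosome 6 holds NFKBIE (ENSG00000146232) from 44258166 to 44265788 and TNFAIP3 (ENSG00000118503) from 137867214 to 137883314. Farther along chromosome 6, the annotation places SOD2 (ENSG00000291237) from 159669069 to 159762529. Chromosome 7 holds ELN (ENSG00000049540) from 74027789 to 74069907 and AKR1B1 (ENSG00000085662) from 134442356 to 134459284. Chromosome 8 holds PKIA (ENSG00000171033) from 78516340 to 78605267. Chromosome 10 holds ITGA8 (ENSG00000077943) from 15513954 to 15719922 and ACTA2 (ENSG00000107796) from 88935074 to 88991339. Farther along chromosome 10, the annotation places ANKRD1 (ENSG00000148677) from 90912096 to 90921087. Chromosome 12 holds HSD17B6 (ENSG00000025423) from 56752161 to 56787790 and OAS1 (ENSG00000089127) from 112905856 to 112933219. Chromosome 14 holds NFKBIA (ENSG00000100906) from 35401079 to 35404749. Chromosome 15 holds ACTC1 (ENSG00000159251) from 34790107 to 34795589. Chromosome 17 holds CCL2 (ENSG00000108691) from 34255274 to 34257208 and KRT19 (ENSG00000171345) from 41523617 to 41528308. Chromosome 18 holds COLEC12 (ENSG00000158270) from 316737 to 500722. Chromosome 19 holds OLFM2 (ENSG00000105088) from 9853718 to 9936515 and BST2 (ENSG00000130303) from 17402939 to 17405630. Chromosome 20 holds JPH2 (ENSG00000149596) from 44106590 to 44187188. The table holds SOD2 under ENSG00000291237, so any reads assigned to another SOD2 identifier were not included in its values.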

Values the study reported

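The study reported a 1.8 to 2.7 log fold reduction of coilin and WRAP53 messages in the knockdowns, and called genes at an adjusted p of 0.1 or less. Among immunity-related genes of enriched terms under LPS, it gave 58% for IA and 40% for I2 as the shares common to both coilin siRNAs.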

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

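The tests of library size or composition and of simulated unchanged groups were chosen only after the result was seen. So were those of the siRNA seeds in I2 against IA and of the splits with the common siRNA effect taken out. The same holds for W in place of N, N_LPS_A, composition and the loss of COIL alone. The other tests in this part were chosen before the result was seen.

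The coilin siRNAs differed from each other in a direct test, with 3647 genes called in DMSO and 4464 in LPS. Of the 10 splits of the 6 libraries, 1 gave as many genes in each treatment, the real one, and the next largest count was 874 in DMSO and 0 in LPS. With 3 libraries against 3 that share is never under 0.1, so the splits alone cannot tell a fortuitous grouping from a difference. Simulated unchanged groups of 3, drawn with the fitted dispersion and compared with N, gave at most 1 call in DMSO and 0 in LPS. These values argue against a fortuitous grouping under that dispersion. Loss of COIL to a different degree would move genes in the same direction. Against N, 140 genes in DMSO and 126 in LPS were called in opposite directions, beside 2488 and 1385 in the same direction. At an adjusted p of 0.1, false calls in either comparison could give such genes, so these counts do not decide the matter. COIL itself was not called between I2 and IA. Library size or composition would shift all genes alike and put nearly all calls on the same side. It is argued against as the whole cause, since under TMM, RLE and library size only at least 1471 genes in DMSO and 1373 in LPS were called on the side with fewer calls.

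Off-target effects of an siRNA seed are a candidate explanation for part of this difference. Genes with the 7-mer GGAAATT in the 3' UTR were lower in I2 than in IA, with t of -11.19 in DMSO and -10.04 in LPS, the lowest of 15992 7-mers in both. Against N in DMSO, 34.5% of genes with it were called lower in I2, compared with 13.9% of genes without it. These shares are not adjusted for UTR length, and in IA they were 19.4% and 12.7%, with a t of -1.51. This 7-mer occurs in the COIL transcript at bases 1605 to 1611, in exon 6, within the coding part, as a seed match of an siRNA against COIL would. However, the COIL transcript holds 14.4% of all 7-mers scanned, and the siRNA sequences were not given, so the match may be fortuitous. For IA, AGAAATA had the lowest t against N in DMSO, at -5.78, and the highest t between I2 and IA, at 5.90 in DMSO and 5.23 in LPS, but it is not in the COIL transcript. The overlapping TAGAAAT, which ranked 2 from the lowest against N in DMSO with a t of -5.44, and AGATATA, which ranked 4 with -4.88, both lie in the coding part of COIL, at bases 1566 to 1572 and 1561 to 1567 in exon 5. In LPS the t of AGAAATA against N was -4.58 and ranked 8, so a seed of IA cannot be told apart from unrelated 7-mers. A biological difference between the siRNAs, such as in coilin protein, was not measured.

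The LPS response differed from that of N in a direct test for 21 genes in I2, 42 in IA and 24 in W. Of 30 splits of the libraries, 5 gave as many genes in I2, 6 in IA and 4 in W, the real one included, with largest counts of 5293, 1563 and 5934 among the others. A siRNA effect common to both treatments enters the response in such splits, so these numbers decide nothing. With that effect taken out of the counts, the real labels gave 27 genes in I2, 56 in IA and 33 in W. Of 30 splits, 3 gave as many in I2 and 2 in IA, with 153 and 298 as the next largest, so a fortuitous grouping stays possible there. In W only the real labels, 1 of 30, gave as many, and the next largest count was 0, which argues against it in W. The counts changed when 1 library was left out, from 11 without N_DMSO_C to 123 without I2_DMSO_B in I2, from 4 without IA_LPS_B to 197 without IA_DMSO_A in IA and from 4 without N_LPS_B to 61 without W_LPS_A in W. No difference in response is claimed from the counts in I2 and IA, and the cause of the calls in W was not tested.

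The interferon-stimulated genes rose less with LPS in IA than in N, with a median difference of -0.8285, and this call held under camera, fry and an estimated correlation. The exact permutation p of the score difference of -0.94 was 0.02, with an adjusted p of 0.27 over 27 scores. A single score at the smallest p of 0.005 adjusts to 0.135, so this correction could pass no score alone and says nothing against the difference. Of 30 splits of the libraries, 3 gave as many passing list tests against N as the real 62, and the next largest gave 66 with a median of 51. Splits that mix the siRNAs carry their effects too, so the number of passing tests carries no weight. Under LPS the genes were lower than in N in IA and in I2 as well. The tests of that difference are given for these levels under LPS, not for the response itself.

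Some technical causes are argued against for the lower interferon-stimulated genes under LPS. In I2 the median without genes that hold GGAAATT was -1.065 (59 of 71 genes), so a seed with that 7-mer acting on these genes themselves is not the whole cause. In IA it was -0.7289 without genes that hold AGAAATA (52 of 71), which is not known to be the seed of IA, so a seed of IA in these genes cannot be told apart. With a trend in GC content and length taken out the medians were -1.083 and -0.7328, which argues against such a trend. Scaling by library size only gave -1.081 and -0.8558, with the median of all genes at -0.02 and -0.12, which argues against a shift in composition. N_LPS_A alone is argued against as the whole cause, since the medians without it were -0.8731 in I2 and -0.6279 in IA. What stays open besides is the control. Against W in place of N the medians were -0.5824 in I2 and -0.4041 in IA, but -0.2359 and 0.01413 without W_LPS_A, so N libraries that are high for these genes cannot be told apart from a lower level in I2 and IA. Loss of COIL alone, as opposed to any knockdown of a Cajal body protein, cannot be told apart either, since the median in W against N was -0.3572. That value ran from -0.70 without W_LPS_A to -0.18 without W_LPS_B. A weaker response to LPS when coilin is lowered may therefore be one explanation, and an effect of the N siRNA or of the N libraries together another.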

How the results depend on the processing

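All alternatives were fixed before the data were examined except the counts divided by 2 and rounded up and the floor of 6 counts, which were chosen after seeing the data. Below, a siRNA with a treatment stands for its comparison with N in that treatment, "LPS in N" stands for LPS against DMSO in N libraries, and an LPS response is the siRNA's LPS effect minus that of N. For each changed value the cause was not tested unless it is stated. The 6 target results and both shared counts kept their direction and their call, or stayed within 1.5 times the count, under every alternative run for them. That held for all 36 leave-one-out fits of the targets and all 18 of the shared counts. Target changes lay between -2.95 and -1.77 over the leave-one-out fits.

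A minimum log2 fold change of 1 lowered all 16 counts of calls by construction. It left 1526 for LPS over all siRNAs, 907 for LPS in N, 1279 for LPS in I2, 1589 for LPS in IA and 1531 for LPS in W. Against N and between coilin siRNAs it left 835 for I2 in DMSO, 624 for IA in DMSO, 566 for W in DMSO and 659 for I2 in LPS. Under LPS it left 464 for IA in LPS, 382 for W in LPS, 565 for I2 against IA in DMSO and 541 for I2 against IA in LPS, and of the LPS responses 7 for LPS response of I2, 13 for LPS response of IA and 10 for LPS response of W. Fits on only the libraries of the groups compared estimated the spread from fewer libraries and moved 6 of 15 counts beyond 1.5 times. They gave 3563 for LPS in I2, 3161 for I2 in DMSO, 5058 for IA in LPS and 1274 for I2 against IA in DMSO, then 979 for LPS response of IA and 61 for LPS response of W. DESeq2 gave 102 for LPS response of I2, 212 for LPS response of IA and 86 for LPS response of W. The LPS response of IA also moved to 24 with scaling by library size only, 85 with at least 10 counts summed over the libraries and 13 with an adjusted p of 0.05. RLE size factors, the filter of 10 counts in every library and the halved counts kept all 16 counts within 1.5 times.

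Leaving out 1 library at a time kept 108 of 132 fitted counts within 1.5 times. Calls for I2 in LPS ranged from 2872 without I2_LPS_A to 4214 without I2_LPS_C. Calls for LPS response of I2 ranged from 11 without N_DMSO_C to 123 without I2_DMSO_B. Calls for LPS response of IA ranged from 4 without IA_LPS_B to 197 without IA_DMSO_A. Calls for LPS response of W ranged from 4 without N_LPS_B to 61 without W_LPS_A.

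The induction score difference depended on which genes entered it. With genes chosen in N alone it was -0.35 in I2 (exact p 0.02), -0.53 in IA (exact p 0.005, the smallest this test can give) and -0.22 in W (exact p 0.31). With a minimum log2 fold change of 2 it was -0.091 in I2 (exact p 0.635) and -0.38 in IA (exact p 0.015). Leaving out 1 library reversed the sign in 4 of 12 fits for I2, with values from -0.044 without I2_DMSO_A to 0.093 without I2_DMSO_B. The prior count, library size only and the replicate block changed no direction and no side of the threshold of the 3 differences.

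Among the 107 results of single genes, 13 reversed under at least 1 alternative, each with an adjusted p above 0.1 in the reversed fit. Scaling by library size only gave COIL -0.013 for LPS response of W, WRAP53 -0.066 for IA in LPS, NFKBIZ -0.033 for W in LPS, NFKBIZ -0.028 for LPS response of W and NFKBIE -0.020 for W in LPS. The LPS response of I2 for TNFAIP3 was -0.019 with DESeq2, -0.018 with RLE size factors, -0.0021 with the summed filter, -0.018 with the filter on every library, -0.0012 with the replicate block and -0.020 with only the groups compared. COIL ranged from -0.028 without N_DMSO_C to 0.11 without N_DMSO_A for LPS response of W. WRAP53 ranged from -0.036 without N_LPS_C to 0.13 without N_LPS_A for I2 in LPS, from -0.027 without IA_LPS_B to 0.14 without N_LPS_A for IA in LPS and from -0.19 without N_DMSO_C to 0.11 without N_DMSO_A for LPS response of I2. WRAP53 also ranged from -2.4e-04 without W_DMSO_B to 0.41 without W_DMSO_C for LPS response of W and from -0.076 without N_DMSO_A to 0.22 without N_DMSO_C for I2 in DMSO. NFKBIZ ranged from -0.064 without W_LPS_A to 0.082 without W_LPS_B for W in LPS and from -0.093 without W_DMSO_B to 0.13 without W_DMSO_C for LPS response of W. TNFAIP3 ranged from -0.11 without I2_DMSO_C to 0.18 without I2_DMSO_B for LPS response of I2 and from -0.10 without IA_DMSO_B to 0.11 without IA_DMSO_A for LPS response of IA. NFKBIE ranged from -0.047 without I2_LPS_B to 0.093 without I2_LPS_C for I2 in LPS and from -0.0095 without W_LPS_C to 0.11 without W_LPS_A for W in LPS. IL1B ranged from -0.30 without IA_DMSO_A to 0.18 without IA_DMSO_C for LPS response of IA. Of 960 leave-one-out fits for single genes, 862 changed neither direction nor call, 59 lost a call, 7 gained one and 32 reversed.

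Of the 88 calls made by camera on gene lists, 58 held under fry and 17 under a correlation estimated per list. The medians are the same numbers under these tests, since only the p changes. NF-kB targets lost under both tests the call with a median of -0.13 for IA in DMSO, 0.22 for W in DMSO, -0.26 for LPS response of IA and 0.14 for LPS response of W. With the estimated correlation alone, NF-kB targets lost -0.17 for I2 in DMSO, -0.34 for I2 in LPS, -0.42 for IA in LPS and 0.34 for W in LPS. Interferon-stimulated genes lost under both tests the call with a median of -0.38 for I2 in DMSO, 0.17 for W in DMSO, -0.36 for W in LPS, -0.60 for LPS response of I2 and -0.46 for LPS response of W. With the estimated correlation alone, interferon-stimulated genes lost 0.89 for LPS in I2, 0.57 for LPS in IA, 0.96 for LPS in W, -1.06 for I2 in LPS and -0.75 for IA in LPS. Cytosolic ribosomal proteins lost under both tests the call with a median of -0.17 for LPS in W, 0.28 for I2 in DMSO, 0.20 for IA in DMSO, -0.062 for IA in LPS, -0.11 for W in LPS, 0.078 for LPS response of I2, -0.27 for LPS response of IA and -0.14 for LPS response of W. With the estimated correlation alone, cytosolic ribosomal proteins lost -0.29 for LPS in IA and 0.38 for I2 in LPS. With the estimated correlation alone, replication-dependent histones lost -0.21 for W in LPS. Proliferation lost under both tests the call with a median of 0.43 for LPS in N, -0.44 for I2 in DMSO, -0.43 for IA in DMSO, -0.50 for W in DMSO, 0.23 for IA in LPS, 0.34 for LPS response of I2, 0.69 for LPS response of IA and 0.47 for LPS response of W. With the estimated correlation alone, proliferation lost 0.78 for LPS in I2, 1.15 for LPS in IA and 0.92 for LPS in W. Extracellular matrix lost under both tests the call with a median of -0.053 for LPS response of I2. With the estimated correlation alone, extracellular matrix lost -0.23 for LPS in N, -0.27 for LPS in I2, -0.35 for LPS in IA, -0.18 for LPS in W, 0.24 for I2 in DMSO, 0.18 for I2 in LPS and -0.16 for LPS response of IA. Ribosome biogenesis factors lost under both tests the call with a median of 0.064 for LPS response of W. With the estimated correlation alone, ribosome biogenesis factors lost 0.21 for LPS in N, 0.29 for LPS in W, -0.12 for I2 in DMSO, -0.16 for IA in DMSO, 0.10 for LPS response of I2 and 0.12 for LPS response of IA. snRNP assembly proteins lost under both tests the call with a median of 0.086 for LPS response of I2 and 0.12 for LPS response of IA. With the estimated correlation alone, snRNP assembly proteins lost 0.13 for LPS in N, 0.23 for LPS in I2, 0.23 for LPS in IA, 0.12 for LPS in W, -0.12 for IA in DMSO, -0.18 for W in DMSO, 0.065 for I2 in LPS and -0.16 for W in LPS. Under fry the histones of W in DMSO, median -0.30, passed in addition.

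Scaling by library size only, which puts the median of all genes in IA at -0.13 in DMSO and -0.12 in LPS, changed 9 list results. Interferon-stimulated genes changed sign to -0.021 for IA in DMSO. Replication-dependent histones changed sign to -0.0070 for LPS in W and a lost call at -0.27 for W in LPS. Extracellular matrix changed sign to -0.021 for LPS response of W. Ribosome biogenesis factors changed sign to -0.018 for I2 in LPS, a gained call at -0.16 for IA in LPS and a lost call at 0.0073 for LPS response of W. snRNP assembly proteins lost the call at 0.046 for I2 in LPS and a changed sign at -0.035 for LPS response of W. Without the 15 genes that the study displayed, NF-kB targets lost the call at -0.14 for IA in DMSO and 0.037 for LPS response of W.

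The filter of 10 counts in every library leaves fewer genes of a list. NF-kB targets lost the call at -0.11 for IA in DMSO and a changed sign at -0.0078 for W in DMSO. Interferon-stimulated genes lost the call at 0.13 for W in DMSO. Replication-dependent histones changed sign to -0.13 for LPS in N, -0.29 for LPS in I2, -0.15 for LPS in W, 0.62 for IA in DMSO, 0.0080 for W in DMSO, a lost call at -0.13 for W in LPS, a changed sign at -0.19 for LPS response of I2, -0.30 for LPS response of IA and -0.19 for LPS response of W. Ribosome biogenesis factors changed sign to -0.015 for I2 in LPS. snRNP assembly proteins lost the call at 0.049 for I2 in LPS and 0.066 for LPS response of I2. Halved counts change the lowest counts most. Replication-dependent histones changed sign to -0.023 for LPS in N, -0.20 for LPS in I2, -0.12 for LPS in W, 0.37 for IA in DMSO, -0.15 for LPS response of I2, -0.0098 for LPS response of IA and -0.079 for LPS response of W. Among these changed signs, the histones for IA in DMSO were called, with adjusted p of 0.00722 under the filter and 0.0324 with halved counts, as was their LPS response of IA under the filter (adjusted p 0.0958).

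The replicate letters did not pair the libraries: the correlation of residuals between libraries with the same letter ran from -0.45 to 0.33 over 84 pairs, with a median of 0.0079 against -0.0074 for other pairs, and 23 pairs exceeded 0.1. With the letter as a replicate block, the LPS response of IA gave 70 calls against 42. List medians near 0 changed sign under the block to -4.4e-04 for replication-dependent histones in LPS in N and -0.0076 for ribosome biogenesis factors in I2 in LPS. No other call on a count or list changed under the block.

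Across fits that each left out 1 library, 181 of 192 fits of the NF-kB and interferon lists and 504 of 576 of the other lists changed neither direction nor call. NF-kB targets ranged from 0.066 without W_DMSO_A to 0.34 without W_DMSO_B for W in DMSO and from -0.15 without I2_LPS_B to -0.026 without I2_LPS_A for LPS response of I2. Further medians of NF-kB targets ran from 0.033 without W_DMSO_B to 0.20 without W_LPS_B for LPS response of W. Interferon-stimulated genes ranged from 0.028 without IA_DMSO_B to 0.15 without IA_DMSO_A for IA in DMSO and from 0.13 without N_DMSO_B to 0.19 without N_DMSO_C for W in DMSO. Cytosolic ribosomal proteins ranged from -0.10 without I2_DMSO_B to 0.17 without I2_DMSO_A for LPS in I2 and from -0.27 without W_LPS_B to -0.049 without W_LPS_A for LPS in W. Further medians of cytosolic ribosomal proteins ran from -0.011 without W_DMSO_A to 0.065 without W_DMSO_C for W in DMSO and from -0.080 without IA_LPS_A to -0.043 without IA_LPS_B for IA in LPS. Those of cytosolic ribosomal proteins also ran from -0.21 without W_LPS_B to 0.021 without W_LPS_A for W in LPS and from -0.073 without I2_DMSO_B to 0.20 without I2_DMSO_A for LPS response of I2. Cytosolic ribosomal proteins then ran from -0.24 without W_LPS_B to -0.017 without W_LPS_A for LPS response of W. Replication-dependent histones ranged from -0.10 without N_LPS_A to 0.047 without N_LPS_C for LPS in N and from -0.19 without IA_LPS_A to 0.20 without IA_DMSO_B for LPS in IA. Further medians of replication-dependent histones ran from -0.078 without IA_DMSO_A to 0.11 without IA_DMSO_C for IA in DMSO and from -0.39 without W_DMSO_A to -0.11 without N_DMSO_C for W in DMSO.

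Those of replication-dependent histones also ran from -0.28 without W_LPS_A to -0.13 without W_LPS_B for W in LPS and from -0.092 without I2_LPS_B to 0.23 without I2_DMSO_A for LPS response of I2. Replication-dependent histones then ran from -0.15 without IA_DMSO_C to 0.16 without IA_DMSO_B for LPS response of IA and from -0.12 without W_LPS_A to 0.20 without N_LPS_A for LPS response of W. Proliferation ranged from -0.17 without N_LPS_C to 0.037 without N_LPS_A for I2 in LPS and from -0.15 without N_LPS_C to 0.076 without N_LPS_A for W in LPS. Extracellular matrix ranged from -0.12 without N_DMSO_A to -0.037 without N_DMSO_C for LPS response of I2 and from -0.031 without N_DMSO_A to 0.062 without W_LPS_B for LPS response of W. Ribosome biogenesis factors ranged from -0.017 without I2_LPS_A to 0.020 without I2_LPS_C for I2 in LPS and from -0.066 without IA_LPS_B to -0.049 without N_LPS_A for IA in LPS. Further medians of ribosome biogenesis factors ran from 0.026 without W_DMSO_A to 0.095 without W_DMSO_C for LPS response of W. snRNP assembly proteins ranged from -0.050 without I2_DMSO_B to 0.011 without N_DMSO_B for I2 in DMSO and from -0.17 without IA_DMSO_A to -0.061 without IA_DMSO_C for IA in DMSO. Further medians of snRNP assembly proteins ran from 0.063 without N_LPS_B to 0.092 without N_LPS_A for I2 in LPS and from 0.048 without I2_LPS_A to 0.14 without N_LPS_A for LPS response of I2. Those of snRNP assembly proteins also ran from 0.053 without IA_DMSO_C to 0.14 without N_LPS_A for LPS response of IA. At these depths 3 counts equal 0.0353 to 0.0529 CPM, so changes among genes below that level were not detectable. Setting genes at that floor to their bound moved the histone median of W in DMSO from -0.30 to -0.15 and no other list median by more than 0.041. If both mates of a pair were counted, the floor would be 6 counts, and the medians with bounds would be 2.18 for NF-kB targets in LPS in N and, for histones, -0.79 for I2 in DMSO, -0.11 for W in DMSO and 0 for LPS in I2.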

Other observations

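The tests of shared N libraries, of composition, of the seed of the N siRNA, of W in place of N, of dividing cells, of the loss of COIL alone, of even counts and of the W libraries in DMSO were chosen only after the result was seen. The other tests in this part were chosen before it.

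For each comparison of 3 libraries with 3, 1 of the 10 splits gave as many called genes, the real one, which is a share that is never under 0.1. This held for LPS in N, I2, IA and W, with next largest counts of 0, 1274, 1 and 0, and for each siRNA against N. There the next largest were 847, 321 and 42 for I2, IA and W in DMSO and 0, 0 and 15 in LPS. For LPS over all siRNAs, 1 of 30 splits gave as many, with 2121 as the next largest, which argues against a fortuitous grouping. The list tests of LPS within a siRNA passed 26 times, and 15 of 30 splits passed as often, with a largest of 29 and a median of 25 among the others, so their number carries no weight.

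The calls that I2 and IA shared in the same direction were reached by 1 of 30 splits in DMSO, the real one, with 1599 as the next largest, and by 1 of 30 in LPS, with 0 as the next largest. Sharing the N libraries would also make genes agree. The correlation of I2 and IA across genes was 0.520 in DMSO and 0.466 in LPS. Simulated unchanged groups that share a control had means of 0.495 and 0.488. The largest simulated values were 0.515 and 0.510, so the correlation carries little weight in DMSO and none in LPS. Between I2 against N and IA against W it was 0.1629 in DMSO and 0.1038 in LPS, and between I2 against W and IA against N 0.083 and 0.1055. Controls that share no library argue against sharing N as the whole cause. Between I2 against W and IA against N, 1233 calls had the same direction in DMSO, where independent directions would give 990.7, and 788 in LPS, where they would give 673.1. Between I2 against N and IA against W, 1260 had it in DMSO, with 831.3 expected, and 886 in LPS, with 653.8 expected. Every leave-one-out fit exceeded its expected number, by the smallest ratio with 1108 against 1021 without I2_DMSO_A in DMSO and 574 against 496.7 without N_LPS_C in LPS. The excess is small there, and part of the shared counts may come from sharing N.

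A 7-mer, GATTAAC, marked genes that were higher in all knockdowns than in N, with a smallest t of 6.37 in LPS and a t of -1.28 between I2 and IA. A seed of the N siRNA that lowers these genes in N may explain this and fits both values, although the sequence of that siRNA was not given. Acting through this 7-mer in the genes themselves, such a seed does not explain most of the shared calls, since 2294 of 2488 were made on genes without it in DMSO. Effects on regulators of these genes were not tested. Genes with overlapping words such as TGATTAA were not counted apart.

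The NF-kB targets were lower in I2 and IA than in N. The medians against W were -0.3332 in I2 and -0.3602 in IA in DMSO and -0.6551 and -0.7987 in LPS. The I2 median against W in DMSO was -0.1738 without W_DMSO_A. On the score, every library of I2 and IA was below every library of W within each treatment. In LPS every N library was below every W library too, at 4.852 at most against 4.991 at least. W itself was higher than N, with medians of 0.22 in DMSO and 0.34 in LPS. Falling below W therefore does not clear the N libraries of a fault. In I2 the median under LPS without genes that hold GGAAATT was -0.3791 (53 of 57 genes), which argues against a seed with that 7-mer in these genes as the whole cause. In IA it was -0.333 without genes that hold AGAAATA (43 of 57), which is not known to be the seed of IA, so a seed of IA in these genes cannot be told apart. With a trend in GC content and length taken out the medians were -0.3608 and -0.407, which argues against such a trend. With library size only they were -0.3556 and -0.5264, with the median of all genes at -0.02 and -0.12, which argues against composition. The filter of 10 counts in every library gave -0.24 and -0.23. Lower NF-kB targets when coilin is lowered may be one explanation. A seed of IA, or N libraries that are high for these genes, may be others. Seed effects on regulators of these genes were not tested.

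The induction score was lower in I2 and IA when the induced genes were chosen in N alone, by differences of -0.35 (exact permutation p 0.02) and -0.53 (exact permutation p 0.005, the smallest that 400 assignments can give). With genes chosen in the siRNA itself the differences were 0.4296 in I2 (exact permutation p 0.09) and 0.4544 in IA (exact permutation p 0.01). A choice of genes on the libraries compared may therefore produce the sign. With genes chosen in W, which neither side supplied, they were -0.06546 (exact permutation p 0.57) and -0.1559 (exact permutation p 0.065), so a weaker response cannot be told apart from none in I2. In IA, genes chosen over all siRNAs gave -0.12 (exact permutation p 0.23) with a minimum log2 fold change of 1 and -0.38 (exact permutation p 0.015) with 2, so a weaker response of the most induced genes may exist there, but it cannot be told apart from none while the choice of genes moves the result across the threshold.

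The replication-dependent histones were lower in I2, and fewer dividing cells are argued against as the whole cause in DMSO. There the proliferation genes fell in W as in I2, with medians of -0.50 and -0.44 against N and 49 of 50 genes lower in each, yet the histone median of I2 against W was -0.689, and every I2 library was below every W library on the histone score. Without I2_DMSO_B the histone median was -0.415, where that of the proliferation genes was -0.1717. In LPS the median of the proliferation genes in I2 against N was -0.08574 with genes that moved both ways. It was 0.037 without N_LPS_A and -0.17 without N_LPS_C (adjusted p 0.0702). Against W in LPS the histone median of I2 was -0.4263, with 27 genes lower and 7 higher, where that of the proliferation genes was -0.03319. Every I2 library was again below every W library on the histone score. These values argue against fewer dividing cells as the whole cause in LPS, although no library was left out there. Loss of COIL alone is argued against too, since the histone median in IA was 0.107 in LPS. Histone messages lack a poly(A) tail, so a difference in poly(A) selection could lower them. The median of 117 other RNAs that lack one was -0.134 in DMSO and 0.03407 in LPS in I2, with genes that moved both ways, and a difference in selection cannot be told apart on these values. An effect of I2 besides coilin stays open.

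Of counts from 1 to 20, 74.46% were even, which fits a count of both mates of each read pair. The effective depth may then be lower than the totals, and a limit of 3 read pairs would be 6 counts. Division of the counts by 2 left all 16 counts of calls within 1.5 times.

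In DMSO, NF-kB target scores were 2.64 in W_DMSO_A and 2.49 in W_DMSO_C but 1.75 in W_DMSO_B. An exchange of W_DMSO_B with N_DMSO_C is argued against, since WRAP53 was at 1.9 CPM in the library labelled W_DMSO_B. RNA of LPS-treated W cells in the other libraries could raise these genes, and the share that CXCL8 implies was 5.12% in W_DMSO_A and 3.28% in W_DMSO_C. Over 12 genes the rise over W_DMSO_B had a median of 11.97% of the rise this share predicts in W_DMSO_A, with 7 genes higher, and 80.95% in W_DMSO_C, with 11 higher. With 1 library each, such an admixture cannot be told apart from a difference between the cells.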
